A study of Rattus norvegicus with 9 samples. Its data were reported in "Deep sequencing reveals increased DNA methylation in chronic rat epilepsy" (2013).

How the data were processed

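Poly-A RNA from the dorsal hippocampus of male Wistar rats was sequenced in 9 libraries, 1 per animal, with 3 libraries in each of 3 groups. Per the labels, animals of all groups received methyl scopolamine at 1 mg/kg. CTRL animals received saline besides on a standard diet, and PILO animals received pilocarpine on a standard diet. PILO+KD animals received pilocarpine and were fed a ketogenic diet (a diet high in fat and low in carbohydrate). Pilocarpine, a muscarinic agonist, was given at 340 mg/kg to induce status epilepticus. The protocol gave a second dose of 175 mg/kg to animals that did not enter it. Status epilepticus was ended with diazepam at 8 mg/kg after 60 min, and the observation period lasted 84 days. Groups were taken from the labels, and replicate numbers follow the order of deposition within a group, so that they name a library and pair none.

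The authors aligned single reads of 36 bp to the rat genome build RN4 with BWA 0.5.9 and counted tags per Ensembl 66 transcript with a custom script. The deposited values are raw counts per transcript identifier. The authors' rules for reads shared between transcripts and for strand were not stated. The file held whole numbers for 31786 transcripts, of which 3399 (10.7%) had a total of 0, so that no filter had been applied to it. Total counts ranged from 9904067 to 24092617 per library. Among the transcripts tested, 252 shared their counts in every library with at least 1 other transcript, and 188 of these had a total of at least 500. Each pair of libraries in a group differed by more than sampling noise (chi-square per degree of freedom from 4.77 to 126), so that none was a repeated deposit.

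The file gives no gene symbols, and 0 of its identifiers matched the rat RefSeq table at hand, whose assembly (GRCr8) differs from RN4. Symbols are therefore given only for the 25 transcripts that the study itself pairs with a gene (15 epilepsy-related and 10 epigenetic genes), and no coordinates are given. These genes were picked by the study from the same libraries. For other transcripts at most 2 identifiers are named in each direction. In each contrast these were the transcripts with the largest change among those with an adjusted p under 0.05, a mean of at least 20 counts over the 6 libraries compared and no overlap between the groups. Where no transcript passed, those with the smallest p-values were taken and called not significant. The 26 pathway, cell type and control gene sets, the correction for transcript length and the summing of transcripts per gene need symbols or lengths and were not run. DNA methyltransferases, Camkk2 and Il10rb were not analysed here.

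Differential expression was tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3 (two-sided, robust estimation, normalization by trimmed mean of M-values, TMM). Transcripts with a total at or above the 30th centile (55 counts) were kept, which left 22283 (70.1%). All 9 libraries entered 1 fit with 3 group means and 6 residual degrees of freedom, and the common biological coefficient of variation was 0.241. P-values were adjusted by the Benjamini-Hochberg method over all transcripts tested in a contrast, with a threshold of 0.05. The number of transcripts with an unadjusted p under 0.01, the threshold of the study, is given beside it; chance alone gives 222.8 of them. For the study's genes, p-values were also adjusted over the list alone. Standard errors (SE) of log2 fold changes were taken as the fold change divided by the square root of F. Normalised counts are CPM, the usual scaling of counts to library totals, here adjusted by TMM, with a prior count of 2 where logged. A group mean is given ± SD of its 3 libraries. A difference without overlap means that all 3 libraries of a group exceeded all 3 of the other, which chance gives to 10% of transcripts.

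To compare the effects of PILO and PILO+KD, which share their CTRL libraries, transcripts with an unadjusted p under 0.01 in PILO vs CTRL were taken, and the PILO+KD log2 fold changes were regressed on the PILO ones through the origin. The result was set beside simulated data in which the PILO+KD libraries were drawn from the CTRL or from the PILO means, with 20 draws each. Draws from the fitted means had been planned. They omit the error of those means and gave a slope of -0.01 for CTRL and 0.99 for PILO, so after seeing this the means were drawn with their error instead, under an SD of 0.41 log2 for true effects. These draws do not model variation of whole libraries. Each library was also placed on the axis from the CTRL mean (0) to the PILO mean (1), and CTRL and PILO libraries were placed on axes defined without them. Groups were compared on it by exact two-sided permutation tests.

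The tests were checked on a single simulated data set with the dispersions of these libraries and 200 changed transcripts among 22283, 100 with a 2-fold and 100 with a 4-fold change. The changed transcripts were drawn only among those with an expected mean of at least 20 counts per library. The quasi-likelihood test recovered 115 (57.5%), which were 28 of those changed 2-fold and 87 of those changed 4-fold, and called 6 unchanged transcripts (4.96% of its calls). The edgeR exact test recovered 130 and called 28 unchanged transcripts (17.7%), and DESeq2 recovered 140 and called 33 (19.1%).

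The tests, groups, filter, naming rule and most alternatives were chosen before the data were examined. Those alternatives were the edgeR exact test, the Wald test of DESeq2 1.42.0, the quasi-likelihood test without robust estimation, fits of the 6 libraries compared, RLE and upper-quartile factors, library totals alone, no filter, the filterByExpr filter, and leaving out each library in turn. Alternatives chosen after seeing the data were limma 3.58.1 (voom with library quality weights), 1 surrogate variable from sva 3.50.0, identical transcripts kept once, and a contrast of the mean of PILO and PILO+KD with CTRL. The flow cell could not be a covariate, since only PILO+KD replicate 3 was on another flow cell. Each library had its own lane, apart from CTRL replicate 3 and PILO+KD replicate 3, which had the same lane number on different flow cells.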

Results

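mRNA of the dorsal hippocampus was counted in 3 CTRL, 3 PILO and 3 PILO+KD rats. Total counts of CTRL replicates 1 to 3 were 20718585, 14954296 and 22143618 (mean 19272200 ± 3806660, SD, n = 3). Those of PILO replicates 1 to 3 were 17855792, 24092617 and 20604437 (mean 20850900 ± 3125710, SD, n = 3), and those of PILO+KD replicates 1 to 3 were 22330760, 20731187 and 9904067 (mean 17655338 ± 6760270, SD, n = 3). The shallowest library, PILO+KD replicate 3, was also the only library on a different flow cell.

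In a principal component analysis of log2 CPM the first axis held 43.6% of the variance and set PILO replicate 3 apart at 111, while the other 8 libraries lay between -49.6 and 9.50. The second axis held 18.8% of the variance. On it the CTRL libraries lay at -24.1, -30.4 and -25.3, the PILO libraries at 18.8, 37.1 and -4.35, and the PILO+KD libraries at 38.9, -33.5 and 22.9. PILO+KD replicate 2 thus lay below the CTRL libraries on the axis on which they were otherwise lowest. The mean Spearman correlation with the other libraries was 0.940 for PILO replicate 3 and 0.970 to 0.981 for the others. The 10 most abundant transcripts took 26.04% of the counts in PILO replicate 3 and 12.1% to 19.3% in the other libraries.

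**Figure D1:**
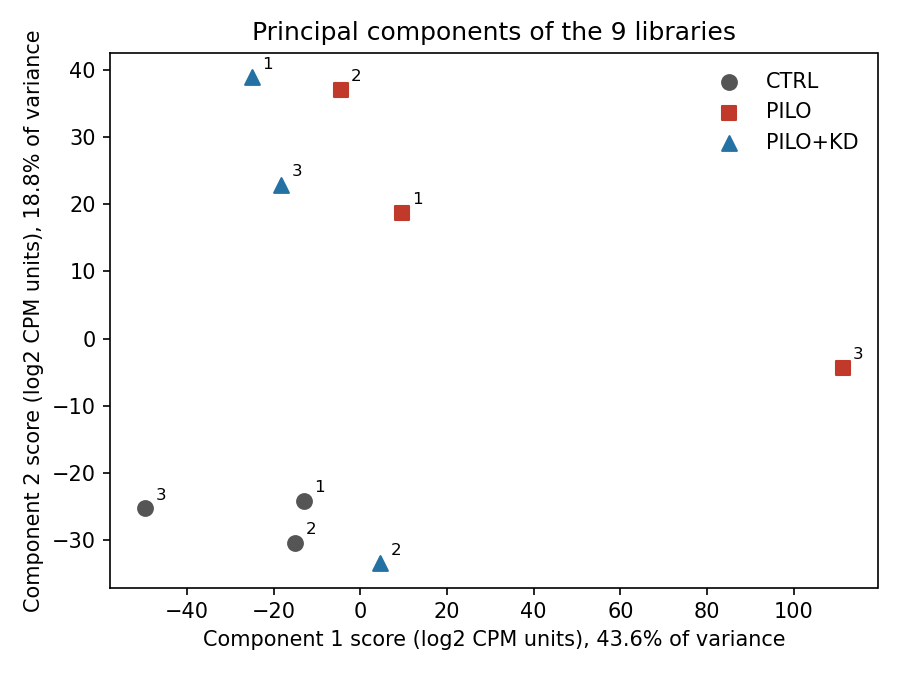
Principal components of the 9 libraries on log2 CPM, with the score on the first axis against the score on the second and colours for the groups. PILO replicate 3 lies at 111 on the first axis, and PILO+KD replicate 2 lies at -33.5 on the second, near the CTRL libraries.

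PILO was compared with CTRL to measure expression in chronic epilepsy on a standard diet. An adjusted p under 0.05 was reached by 29 of 22283 transcripts, 22 higher and 7 lower in PILO, and the smallest adjusted p was 0.0165. At an unadjusted p under 0.01 there were 1228 transcripts, 763 higher and 465 lower, against 222.8 given by chance. The groups did not overlap at 6097 transcripts (27.4%), where chance gives 10%. Among the alternatives, limma with library quality weights moved the number at an adjusted p under 0.05 most, to 1878, and over all alternatives it ranged from 0 to 1878. It fell to 0 without CTRL replicate 1, 2 without CTRL replicate 2, 0 without CTRL replicate 3 and 19 without PILO replicate 2. It rose to 83 without PILO replicate 3, and these 83 held 24 of the 29. The fit of the 6 libraries gave 28, which held 12 of the 29. The 30 without PILO replicate 1 held 20, the 19 without PILO replicate 2 held 15 and the 2 without CTRL replicate 2 held 0. The calls of the edgeR exact test, DESeq2 and limma with library quality weights held all 29. The number at an unadjusted p under 0.01 was 817, 667 and 496 without CTRL replicates 1, 2 and 3, and it rose to 1942 without PILO replicate 2.

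**Figure D2:**
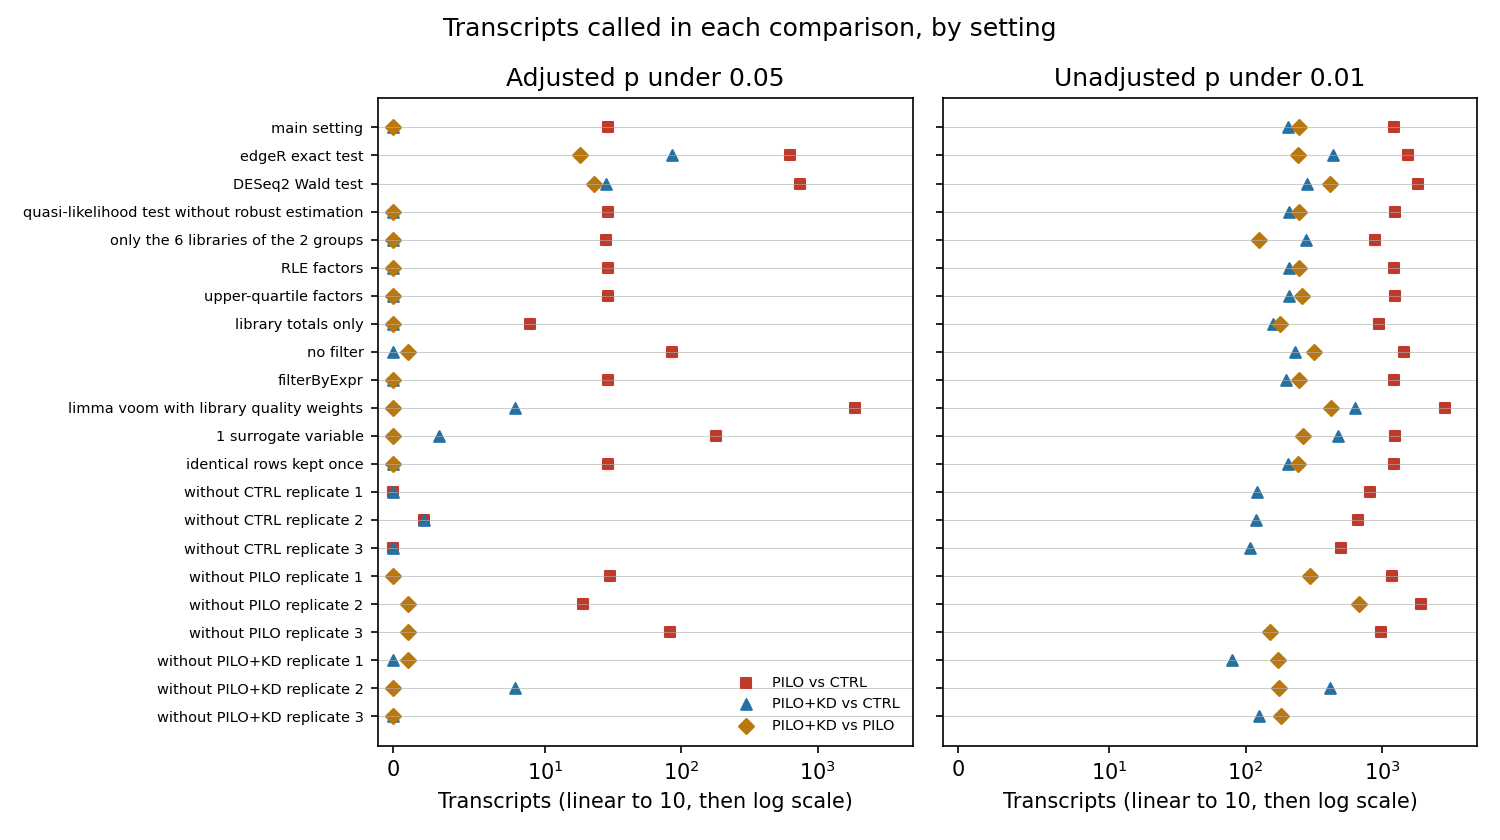
Number of transcripts past each threshold in the 3 contrasts, under each test and without each library. At an adjusted p under 0.05 the quasi-likelihood test of all 9 libraries gave 29 transcripts in PILO vs CTRL and 0 in both other contrasts.

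The transcript with the largest rise that met the naming rule was ENSRNOT00000047491, with a log2 fold change of 5.21 (SE 0.80, adjusted p 0.0362). It rested on few counts. Its level was 0.117 ± 0.0626 CPM in CTRL, where the libraries held 1, 2 and 4 counts, and 4.64 ± 4.21 CPM in PILO, where they held 60, 31 and 160 counts. ENSRNOT00000023965 rose by 3.99 on the log2 scale (SE 0.62, adjusted p 0.0362), from 0.893 ± 0.253 to 14.6 ± 3.07 CPM. The largest fall was that of ENSRNOT00000020017, with a log2 fold change of -3.01 (SE 0.36, adjusted p 0.0165), from 71.0 ± 2.97 to 8.84 ± 4.09 CPM. ENSRNOT00000056496 had a log2 fold change of -2.74 (SE 0.44, adjusted p 0.0417), from 4.03 ± 1.28 to 0.604 ± 0.358 CPM. All 3 PILO libraries lay on the same side of all 3 CTRL libraries for each of these 4 transcripts. Over the alternatives the direction of each was kept, while none of the 4 passed without CTRL replicate 1, 2 or 3. The adjusted p ranged from 2.07e-07 to 0.205 for ENSRNOT00000047491, from 7.37e-27 to 0.205 for ENSRNOT00000023965, from 8.80e-15 to 0.108 for ENSRNOT00000020017 and from 3.41e-06 to 0.205 for ENSRNOT00000056496. The highest values were reached without CTRL replicate 3 for ENSRNOT00000020017 and without CTRL replicate 1 for the other transcripts. ENSRNOT00000023965 also did not pass without PILO replicate 1 (0.0573) or PILO replicate 3 (0.138), ENSRNOT00000020017 without PILO replicate 3 (0.0560) and ENSRNOT00000056496 without PILO replicate 2 (0.0858). With library totals as the only scaling ENSRNOT00000047491 (0.0808), ENSRNOT00000023965 (0.0968) and ENSRNOT00000056496 (0.0968) did not pass. With 1 surrogate variable ENSRNOT00000023965 (0.113) and ENSRNOT00000020017 (0.0579) did not pass, and in the fit of the 6 libraries ENSRNOT00000047491 (0.0829) and ENSRNOT00000056496 (0.0765) did not pass.

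Of the 25 genes the study names, 8 were higher and 17 lower in PILO than in CTRL, and the groups did not overlap for any of the 25 (chance gives 10% for transcripts not chosen on these libraries). Adjusted over all transcripts 2 had a p under 0.05, and 19 had an unadjusted p under 0.01. All 25 passed when adjusted over the list alone, which is not independent evidence, since the list was chosen on these libraries. The 15 epilepsy-related genes held both genes that passed, with 4 higher and 11 lower, and the 10 epigenetic genes held 0, with 4 higher, 6 lower and 8 at an unadjusted p under 0.01 (all 25 genes were under 0.05). Under limma with library quality weights 21 of the 25 passed. The weights were 4.11, 0.955 and 0.158 for PILO replicates 1 to 3, so that this result leaned mainly on PILO replicate 1 in its group. With the quasi-likelihood test 0 passed without CTRL replicate 1, 2 or 3 or without PILO replicate 2. The number at an unadjusted p under 0.01 was 9 without CTRL replicate 3.

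Scn4b (ENSRNOT00000030152, a sodium channel subunit) had a log2 fold change of -2.20 (SE 0.34, adjusted p 0.0362), from 31.0 ± 4.63 CPM in CTRL to 6.74 ± 2.88 CPM in PILO (n = 3 each). Its adjusted p was 0.136, 0.134 and 0.179 without CTRL replicates 1, 2 and 3, 0.0785 without PILO replicate 2 and 0.0507 without PILO replicate 3. It was 0.0917 with library totals as the only scaling and 0.0971 with 1 surrogate variable. Over the alternatives it ranged from 1.27e-08 to 0.179. Npc2 (ENSRNOT00000016076) rose by 1.19 on the log2 scale (SE 0.18, adjusted p 0.0334), from 85.2 ± 7.58 to 194 ± 25.6 CPM. Its adjusted p was 0.176, 0.165 and 0.179 without CTRL replicates 1, 2 and 3 0.0715 without PILO replicate 2, 0.0599 in the fit of the 6 libraries and 0.0968 with library totals as the only scaling, in a range from 1.01e-07 to 0.179. Gfap (ENSRNOT00000034401), the glial intermediate filament, rose by 1.68 on the log2 scale (SE 0.37, adjusted p 0.0903), from 667 ± 127 to 2134 ± 664 CPM, and did not pass over all transcripts. It passed with the edgeR exact test (3.14e-06), DESeq2 (0.000767) and limma with library quality weights (0.000623), in a range over the alternatives from 3.14e-06 to 0.314.

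PILO+KD was compared with CTRL to ask how far expression in epileptic animals on the ketogenic diet departed from that of controls. No transcript had an adjusted p under 0.05, the smallest being 0.232, and 803 had an unadjusted p under 0.05. At an unadjusted p under 0.01 there were 205 transcripts, 155 higher and 50 lower, which is fewer than the 222.8 given by chance. The groups did not overlap at 2190 transcripts (9.83%), where chance gives 10%. The edgeR exact test moved the number at an adjusted p under 0.05 most, to 85. Without PILO+KD replicate 2 the numbers were 8 at an adjusted p under 0.05 and 416 at an unadjusted p under 0.01, and without CTRL replicate 2 they were 2 and 118. Without PILO+KD replicate 1 the number at an unadjusted p under 0.01 was 79, and it was 120 without CTRL replicate 1 and 107 without CTRL replicate 3. Within the flow cell that held 8 of the libraries, which leaves out PILO+KD replicate 3, the numbers were 0 and 126.

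The transcripts with the smallest p-values in PILO+KD vs CTRL were not significant. ENSRNOT00000059885 rose by 3.89 on the log2 scale (SE 0.65, adjusted p 0.475). It had 6, 4 and 0 counts in the CTRL libraries and 91, 35 and 24 in the PILO+KD libraries, so its fold change rested on few counts. ENSRNOT00000007044 rose by 1.26 (SE 0.23, adjusted p 0.475). ENSRNOT00000000792 had a log2 fold change of -4.09 (SE 0.57, adjusted p 0.232), with 1, 4 and 2 counts in the PILO+KD libraries and 58, 44 and 33 in the CTRL libraries, and ENSRNOT00000026303 had -1.14 (SE 0.22, adjusted p 0.605). All 3 PILO+KD libraries lay on the same side of all 3 CTRL libraries for these 4 transcripts. Each passed with the edgeR exact test and with DESeq2.

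All 25 of the study's genes changed in the same direction in PILO+KD as in PILO, and 24 changed less, Mthfs (ENSRNOT00000039850) being the exception with log2 fold changes of 1.12 in PILO+KD (SE 0.32) and 1.08 in PILO (SE 0.32). In simulated data 14 to 23 of the 25 changed less with the PILO+KD libraries at the PILO means and 24 to 25 with them at the CTRL means. The median absolute log2 fold change was 0.40 in PILO+KD and 1.00 in PILO. None had an adjusted p under 0.05 over all transcripts, while 6 had an unadjusted p under 0.05 and 4 under 0.01. Gfap, Npc2 and Mthfs passed when adjusted over the list alone, where 0 to 3 genes passed in simulated data with the PILO+KD libraries at the CTRL means and 14 to 22 with them at the PILO means. The groups did not overlap for 9 of the 25. Chance gives 10% for transcripts at large, but the genes were chosen on the same CTRL libraries, and in simulated data 3 to 9 of the 25 did not overlap with the PILO+KD libraries at the CTRL means and 18 to 23 with them at the PILO means.

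PILO+KD was compared with PILO to test whether the diet changed expression within pilocarpine-treated animals. No transcript had an adjusted p under 0.05, the smallest being 0.151, and 1602 had an unadjusted p under 0.05. At an unadjusted p under 0.01 there were 244 transcripts, 85 higher and 159 lower in PILO+KD, against 222.8 given by chance. The groups did not overlap at 2711 transcripts (12.2%), where chance gives 10%. DESeq2 moved the number at an adjusted p under 0.05 most, to 23, and the edgeR exact test gave 18. It was 1 without PILO replicate 2, PILO replicate 3 or PILO+KD replicate 1. The number at an unadjusted p under 0.01 rose to 680 without PILO replicate 2 and fell to 150 without PILO replicate 3. Within the flow cell that held 8 of the libraries the numbers were 0 and 182. With library totals as the only scaling the median log2 fold change of all transcripts moved from 0.00 to 0.10, and the share of higher transcripts at an unadjusted p under 0.01 moved from 34.8% to 46.6%.

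The transcripts with the smallest p-values in PILO+KD vs PILO were not significant. ENSRNOT00000020017 rose by 1.84 on the log2 scale (SE 0.35, adjusted p 0.602) and ENSRNOT00000010247 by 1.94 (SE 0.39, adjusted p 0.602). ENSRNOT00000023330 had a log2 fold change of -2.62 (SE 0.35, adjusted p 0.151), and ENSRNOT00000025988 had -2.30 (SE 0.41, adjusted p 0.602). All 3 PILO+KD libraries lay on the same side of all 3 PILO libraries for these 4 transcripts. ENSRNOT00000023330 passed without PILO replicate 2 (adjusted p 0.0330) and without PILO replicate 3 (adjusted p 0.0462), in a range over the alternatives from 8.73e-08 to 0.787.

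Of the study's 25 genes, 24 moved in PILO+KD vs PILO in the direction opposite to their change in PILO. None passed over all transcripts, while 13 had an unadjusted p under 0.05. Scn4b, Pcdh19 and Zmynd8 passed when adjusted over the list alone. Scn4b rose by 1.54 on the log2 scale (SE 0.34, adjusted p 0.624 over all transcripts and 0.0167 over the list alone), to 19.5 ± 8.48 CPM in PILO+KD. Pcdh19 (ENSRNOT00000042335, a protocadherin) rose by 0.85 (SE 0.22, adjusted p 0.624 and 0.0265), from 8.51 ± 2.16 CPM in PILO to 15.4 ± 1.13 CPM in PILO+KD, with 20.3 ± 3.02 CPM in CTRL. Zmynd8 (ENSRNOT00000025932, a chromatin reader) rose by 0.65 (SE 0.18, adjusted p 0.624 and 0.0265), from 41.8 ± 7.92 to 65.6 ± 3.87 CPM, with 72.5 ± 5.51 CPM in CTRL. All 3 PILO+KD libraries exceeded all 3 PILO libraries for each of these genes.

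**Figure D3:**
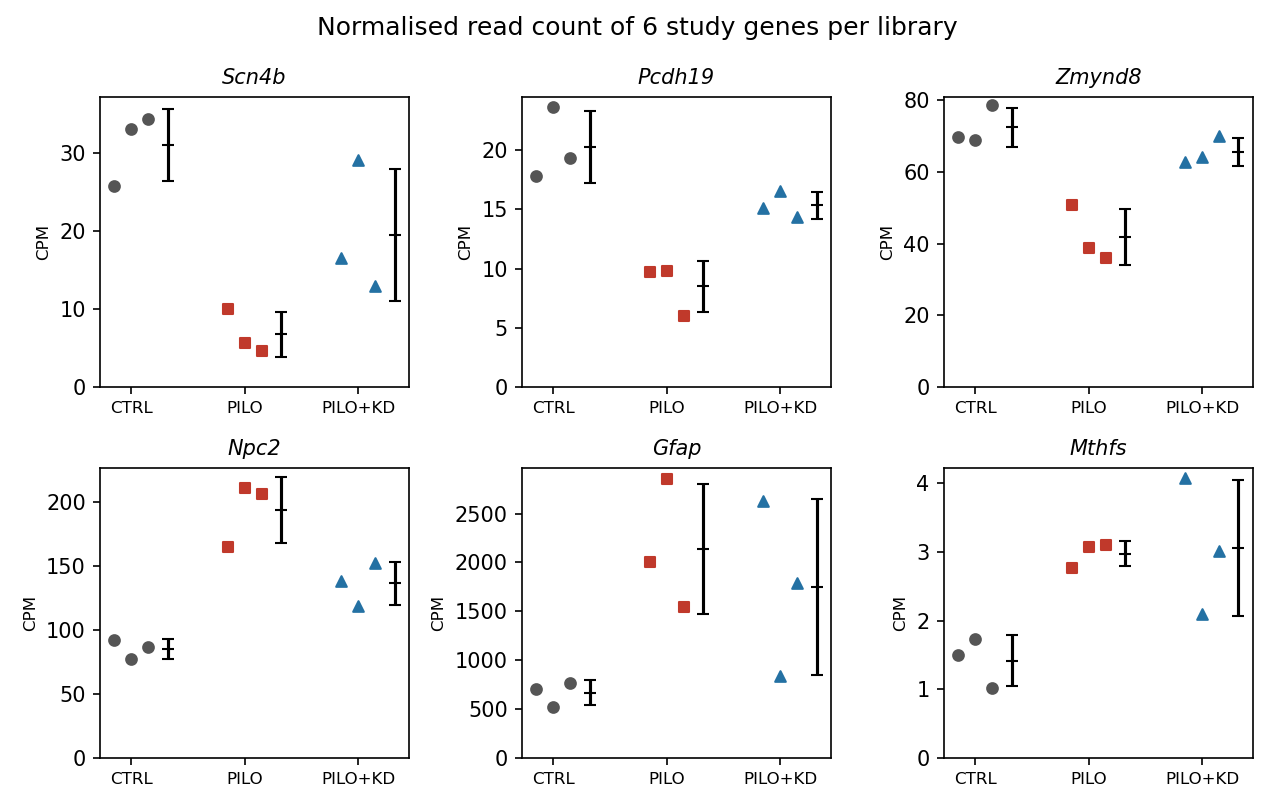
Normalised counts (CPM, vertical axis) of Scn4b, Pcdh19, Zmynd8, Npc2, Gfap and Mthfs in each library, with points for libraries and bars for the mean and SD of the 3 libraries of a group. Scn4b, Pcdh19 and Zmynd8 were higher in all 3 PILO+KD libraries than in all 3 PILO libraries.

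The effects of PILO and PILO+KD against the shared CTRL libraries were compared over the 1228 transcripts with an unadjusted p under 0.01 in PILO vs CTRL. Of these, 136 (11.1%) also had an unadjusted p under 0.01 with the same sign in PILO+KD vs CTRL and 0 with the opposite sign (11.3 are given by chance if the contrasts were independent, which shared controls rule out). The sign was the same for 1204 (98.0%), and the change was smaller in PILO+KD for 1195 (97.3%). Sharing controls, with transcripts chosen on PILO, pushes the share of the same sign up. Choosing transcripts on PILO pushes the share with a smaller change up, while sharing controls does not. In the simulated data the sign was the same for 71.9% to 76.0% with the PILO+KD libraries at the CTRL means and for 99.0% to 99.7% with them at the PILO means. The change was smaller for 99.1% to 99.7% at the CTRL means and for 74.1% to 80.1% at the PILO means. The slope of the PILO+KD on the PILO log2 fold changes was 0.509 (SD 0.167 over the 3 PILO+KD libraries), and Pearson's r was 0.874 across transcripts, which are not independent replicates. In simulated data with the PILO+KD libraries at the CTRL means the slope was 0.221 to 0.263 with 24 to 45 shared transcripts, and with the PILO+KD libraries at the PILO means it was 0.706 to 0.741 with 528 to 583 shared transcripts. The number of shared transcripts moved most when PILO transcripts were taken at an adjusted p under 0.05, where 19 of the 29 were shared. It rose to 243 without PILO+KD replicate 2, and was 61 and 67 without PILO+KD replicates 1 and 3. It was 90, 76 and 64 without CTRL replicates 1, 2 and 3. The slope ranged from 0.352 to 0.647 over the alternatives.

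On the axis from the CTRL mean (0) to the PILO mean (1), with CTRL and PILO libraries held out of their own axis, the CTRL libraries lay at 0.241, 0.234 and 0.0834 (mean 0.186 ± 0.0890, SD, n = 3) and the PILO libraries at 0.660, 0.574 and 1.05 (mean 0.760 ± 0.251, SD, n = 3). The PILO+KD libraries lay at 0.624, 0.318 and 0.586 on the axis from all 6 libraries (mean 0.509 ± 0.167, SD, n = 3). Averaged over the 3 axes of the held-out PILO libraries they lay at 0.516, 0.3003 and 0.510 (mean 0.442 ± 0.123, SD). All lay below the lowest PILO library, and the exact two-sided permutation p was 0.1 for n = 3 against 3. On the axes without PILO replicates 1, 2 and 3 the PILO+KD mean was 0.428, 0.352 and 0.545. The held-out library lay at 0.660, 0.574 and 1.05. Averaged over the axes of the held-out CTRL libraries the PILO+KD libraries lay at 0.646, 0.363 and 0.630 (mean 0.546 ± 0.159, SD). All lay above the highest CTRL library, with an exact two-sided permutation p of 0.1. The exact p for PILO against CTRL was 0.1 as well. On axes without PILO replicate 3 as well, the held-out PILO replicates 1 and 2 lay at 0.564 and 0.827. The PILO+KD libraries, averaged over these axes, lay at 0.534, 0.299 and 0.527. A comparison of 3 with 3 libraries cannot give an exact p under 0.1.

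**Figure D4:**
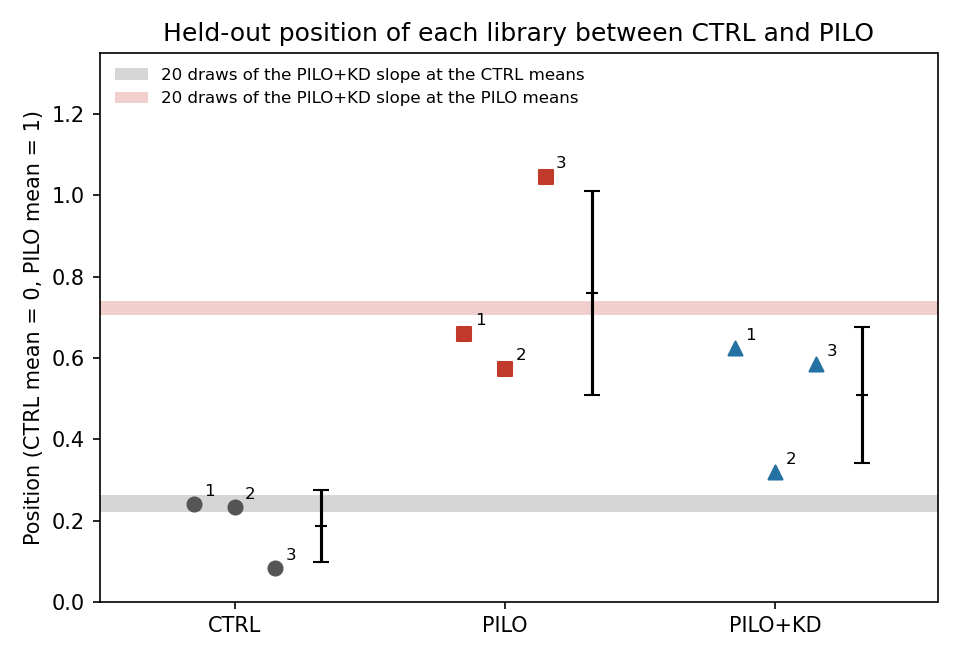
Position of each library on the axis from the CTRL mean (0) to the PILO mean (1), with CTRL and PILO libraries held out of their own axis, points for libraries and bars for the mean and SD of a group. The PILO+KD libraries lie at 0.624, 0.318 and 0.586, between the means of the CTRL and PILO libraries.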

Values the study reported

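The study reported 1,502 genes with changed expression in PILO against CTRL rats at p < 0.01, of which 985 were higher and 517 lower, with n = 3 per group. At the same threshold it reported 400 changed genes in rats on the ketogenic diet. It gave log2 fold changes in PILO of −2.2 for Scn4b, 1.7 for Gfap and 1.2 for Npc2.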

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

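The test without PILO replicate 3 was chosen only after the result was seen. Scn4b, Pcdh19 and Zmynd8 drew attention because their change against CTRL differed between animals on the standard diet and on the ketogenic diet, by a direct test of PILO+KD against PILO. The log2 differences were 1.54, 0.85 and 0.65, and each gene was higher in all 3 PILO+KD libraries than in all 3 PILO libraries. The p-values were 0.0167, 0.0265 and 0.0265 when adjusted over the list alone (edgeR) and 0.624 for each over all 22283 transcripts. Over the alternatives the direction held for the 3 genes, with differences from 0.93 to 1.93 for Scn4b, 0.65 to 0.96 for Pcdh19 and 0.47 to 0.81 for Zmynd8. Adjusted over all transcripts, Scn4b passed under DESeq2 alone (adjusted p 0.0144, in a range from 0.0144 to 1.00).

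The 25 genes were chosen by the study for their change in the same PILO libraries, which by itself makes a return toward CTRL in other libraries likely. When PILO+KD libraries were drawn from the PILO means, with the error of those means, 0 of 20 draws had 3 or more of the study's genes past the threshold over the list alone, and no draw had more than 1. This argues against the choice of genes as the whole source, within the limit that these draws hold no variation of whole libraries. With the PILO+KD libraries at the CTRL means 14 to 20 genes passed, so that the 3 genes fall well short of a full return to CTRL. PILO replicate 3, which lay apart from the other libraries, was not alone in giving the result. Without it the differences were 1.34, 0.66 and 0.55, and the largest of the 3 p-values adjusted over the list alone was 0.0336. No p-value over the list alone was taken without PILO+KD replicate 2. Scn4b leaned in part on that library, with 29.1 CPM, inside the CTRL range of 25.7 to 34.3. PILO+KD replicates 1 and 3 held 16.5 and 12.97 CPM, still above all 3 PILO libraries. The lowest Scn4b difference with 1 library left out was 1.13. Pcdh19 (15.1, 16.6 and 14.4 CPM in PILO+KD replicates 1 to 3) and Zmynd8 (62.8, 64.1 and 70.02 CPM) varied less. Differences in dissection or RNA quality between the few animals remain open, as does an effect of the diet, which may be direct or follow from fewer seizures. Differences in cell composition remain open too, a limit the paper raises for whole hippocampus. In other animals the paper counted fewer neurons in PILO than in CTRL in hippocampal field CA1. PILO+KD lay in between there, but not in all fields. Reads shared between transcripts and transcript length were not tested.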

How the results depend on the processing

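The alternatives with voom quality weights, a surrogate variable and identical transcripts kept once were chosen after seeing the data. The causes of the changes below were not tested unless stated. For PILO vs CTRL, the 29 transcripts at an adjusted p under 0.05 became 626 with the edgeR exact test, 746 with DESeq2, 1878 with voom quality weights, 179 with 1 surrogate variable, 85 with no filter, 9 with library totals only and 1228 at an unadjusted p under 0.01. They numbered from 0 to 83 across the 6 fits that each left out 1 library, 0 without CTRL replicate 1 or 3 and 83 without PILO replicate 3. In simulated data unchanged transcripts made up 17.7% of the calls of the exact test and 19.1% of those of DESeq2, 5.00% with voom quality weights and 6.56% with 1 surrogate variable, against 4.96% for the quasi-likelihood test. The simulated libraries were of equal quality, so that weights as unequal as those here were not tested. These were 4.11, 0.955 and 0.158 for PILO replicates 1 to 3 and 1.85, 2.55 and 0.590 for CTRL replicates 1 to 3. Identical transcripts kept once, RLE and upper-quartile factors, no robust estimation and filterByExpr gave 29, 0 and 0 in the 3 contrasts.

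For PILO+KD vs CTRL, 0 became 85 with the exact test, 28 with DESeq2, 8 with voom quality weights, 3 with 1 surrogate variable and 205 at an unadjusted p under 0.01, and from 0 to 8 with 1 library left out, 8 without PILO+KD replicate 2 (803 at an unadjusted p under 0.05 in the fit of all libraries). For PILO+KD vs PILO, 0 became 18 with the exact test, 23 with DESeq2, 1 with no filter and 244 at an unadjusted p under 0.01, and from 0 to 1 with 1 library left out (1602 at an unadjusted p under 0.05).

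At an unadjusted p under 0.01, the 1228 transcripts of PILO vs CTRL became 1536 with the exact test (947 higher and 589 lower). They became 1821 with DESeq2 and 2897 with voom quality weights. With 1 library left out they numbered from 496 (without CTRL replicate 3) to 1942 (without PILO replicate 2). The 205 of PILO+KD vs CTRL became 438 with the exact test, 632 with voom quality weights, 477 with 1 surrogate variable and from 79 (without PILO+KD replicate 1) to 416 (without PILO+KD replicate 2). The 244 of PILO+KD vs PILO became 416 with DESeq2, 419 with voom quality weights and 124 in a fit of the 6 libraries. With 1 library left out they ranged from 150 (without PILO replicate 3) to 680 (without PILO replicate 2). A fit of the 6 libraries gave 888 in PILO vs CTRL and 277 in PILO+KD vs CTRL, so the direction of its effect differed between contrasts.

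The 136 transcripts shared by both pilocarpine groups became 89 with library totals only, 19 when PILO transcripts were taken at an adjusted p under 0.05, which leaves 29 to share, and from 61 (without PILO+KD replicate 1) to 243 (without PILO+KD replicate 2). The slope stayed within its SD between libraries, from 0.352 to 0.647. Of the study's 25 genes, the 2 past the threshold became 13 with the exact test, 16 with DESeq2, 21 with voom quality weights, 1 with the 6 libraries, 0 with library totals only and from 0 to 2 with 1 library left out. The 19 at an unadjusted p under 0.01 became from 9 (without CTRL replicate 3) to 21 with 1 library left out, and from 14 to 23 under the other alternatives. Adjusted over the list alone, 22 to 25 passed. A further 43 results had 766 alternatives, of which 642 were unchanged, 73 stronger, 36 weaker and 15 moved. Unchanged means the same direction and side of the threshold or, for results that are counts, a similar count. Most of these results did not pass in the main fit, so that most unchanged ones stayed not significant. The 36 all fell on results that had passed. They were 7 of 18 alternatives for Scn4b, 6 of 18 for Npc2 and 5 to 7 of 18 for each named transcript of PILO vs CTRL.

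The planned draws from the fitted means gave slopes of -0.01 (CTRL) and 0.99 (PILO). The draws with the error of the means gave 133.6 transcripts at an unadjusted p under 0.01 with PILO+KD at the CTRL means, where chance gives 222.8, so they understate chance variation. Gene set tests, with their alternatives, the length correction and the summing of transcripts per gene were not run. The simulated 2-fold changes, all in transcripts with an expected mean of at least 20 counts, were recovered in 28 of 100 cases. This limits what the 0 counts can exclude, and changes in transcripts with fewer counts were not simulated.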

Other observations

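The test of PILO replicate 3 for abundant transcripts, the tests of PILO+KD replicate 2 other than that of library size, the draws that carry the error of the means, the comparison of positions and the pooled pilocarpine contrast were chosen only after the result was seen.

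PILO replicate 3 lay apart from the other 8 libraries. With library totals as the only scaling its root mean square log2 difference from them averaged 0.98, and 0.93 without the 100 most abundant transcripts (0.55 to 0.66 for the others), so these transcripts account for a small part of its distance at most. Its mean Spearman correlation with the others stayed at 0.937 after every library was thinned to the smallest total (0.968 to 0.978 for the others), which argues against library size. A stronger pilocarpine effect stays open. Its deviation from PILO replicates 1 and 2 had a Pearson r of 0.0767 across transcripts with the PILO+KD vs CTRL difference. With PILO+KD replicates 1, 2 and 3 taken alone r was -0.124, 0.406 and -0.0573. PILO replicate 3 lay farthest from CTRL toward PILO, at 1.05 against 0.660 and 0.574, but each value is on its own held-out axis. The PILO+KD mean was 0.545, 0.428 and 0.352 on these axes, so the ranking may in part reflect the axes. The deviation of PILO replicate 3 had an r of -0.377 with that of CTRL replicate 3 from CTRL replicates 1 and 2, which shares no library with it. The values for CTRL replicates 1 and 2 were 0.226 and 0.237, and those for PILO+KD replicates 1 to 3 were -0.272, 0.396 and -0.168. A candidate explanation is an axis of variation shared by the groups, such as RNA quality or dissection, which the labels do not record. Transcripts are not independent, so that r carries no p-value here.

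PILO+KD replicate 2 lay nearer the CTRL libraries than the other PILO+KD libraries did. The highest CTRL library lay at 0.241 on the axis from CTRL to PILO, so no CTRL library lay where a swapped PILO+KD library would. Its position was 0.317 after thinning (0.574 and 0.599 for the others) and 0.339 on an axis defined without PILO replicate 3 (0.647 and 0.650), so library size and that library do not account for it. Averaged over axes that each lacked 1 CTRL library it lay at 0.363, above the held-out CTRL libraries (0.0834 to 0.241). On such axes without PILO replicate 3 it lay at 0.429 (CTRL libraries 0.136 to 0.271). These values lean toward an animal with some lasting change rather than a control animal under another label. Both cannot be told apart on them, since 1 library ranks above 3 others with a chance of 0.25. Without it the transcripts at an unadjusted p under 0.01 in PILO+KD vs CTRL rose from 205 to 416.

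The number of transcripts at an unadjusted p under 0.01 in PILO+KD vs CTRL was 205. That is lower than the value quoted from the study above. The number depends on the test: it was 438 with the edgeR exact test, 632 with voom quality weights and 477 with 1 surrogate variable, and it was 416 without PILO+KD replicate 2.

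The exact test called 626 transcripts in PILO vs CTRL where the quasi-likelihood test called 29. In simulated data without an outlying library, 17.7% of the exact test's calls were unchanged transcripts, against 4.96% for the quasi-likelihood test. Taking the dispersion as known may therefore account for part of the excess, and how large a part was not tested.

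PILO+KD gave fewer transcripts than PILO at an unadjusted p under 0.01, 205 against 1228. With PILO+KD libraries drawn from the PILO means the lowest of 20 draws was 1295, which argues against noise within transcripts alone. The slope of 0.509 lay above the highest of 20 draws from the CTRL means, 0.263, so shared controls alone do not account for the resemblance of both effects. Variation of whole libraries remains open. The lowest held-out PILO library lay at 0.574. Averaged over the axes that each lacked 1 PILO library, the PILO+KD libraries lay at 0.3003 to 0.516. On such axes without PILO replicate 3 the values were 0.564 for the lowest PILO library and 0.299 to 0.534 for PILO+KD. On the axes without PILO replicates 1, 2 and 3 the PILO+KD mean was 0.428, 0.352 and 0.545. The held-out library lay at 0.660, 0.574 and 1.05, above that mean on each axis. With 3 libraries against 3 the exact p cannot go under 0.1, so an attenuated response and variation of whole libraries cannot be told apart. The direct test of PILO+KD against PILO gave 0 transcripts at an adjusted p under 0.05 and 1602 at an unadjusted p under 0.05. At an unadjusted p under 0.01 it gave 244. Draws gave 140 to 173 there with PILO+KD at the PILO means and 1505 to 1651 at the CTRL means. The 244 thus lay above the first range but much nearer to it than to the second. PILO and PILO+KD lay on opposite sides of CTRL without overlap at 13 transcripts, where chance gives 26.5.

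With 3 libraries against 3 there are 10 splits, so the share of splits cannot go under 0.1. In PILO vs CTRL, 1 of 10 splits, the real one, gave as many transcripts at an adjusted p under 0.05 (the others gave 0), 1 of 10 gave as many at an unadjusted p under 0.01 (the others 13 to 121), and with the exact test 1 of 10 gave as many at an adjusted p under 0.05 (the others 0 to 2). In PILO+KD vs CTRL, 2 of 10 gave as many at an unadjusted p under 0.01, with 232 when CTRL replicates 1 and 2 and PILO+KD replicate 2 stood together. In PILO+KD vs PILO, 2 of 10 gave as many, with 890 when PILO replicates 1 and 3 and PILO+KD replicate 2 stood together.

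The mean of PILO and PILO+KD against CTRL gave 5 transcripts at an adjusted p under 0.05 (3 higher and 2 lower) and 636 at an unadjusted p under 0.01. These were 57 without PILO replicate 3 and 51 without PILO+KD replicate 2 at an adjusted p under 0.05, and with 1 library left out they ranged from 0 to 57 and from 277 (without CTRL replicate 3) to 892. They were 97 and 1127 with 1 surrogate variable, 17 and 741 with no filter, and 0 and 519 with library totals only. When the 6 pilocarpine libraries were fitted as 1 group, 0 transcripts passed and 510 had an unadjusted p under 0.01, and 7 of 84 splits gave as many at an unadjusted p under 0.01. At an adjusted p under 0.05 all 84 of 84 splits gave as many, which a count of 0 makes certain, so that this count tests nothing.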
